# Photoperiodic regulation of dopamine signaling regulates seasonal changes in retinal photosensitivity in mice

**DOI:** 10.1038/s41598-021-81540-w

**Published:** 2021-01-19

**Authors:** Kousuke Okimura, Yusuke Nakane, Taeko Nishiwaki-Ohkawa, Takashi Yoshimura

**Keywords:** Circadian regulation, Sensory processing

## Abstract

At high latitudes, approximately 10% of people suffer from depression during the winter season, a phenomenon known as seasonal affective disorder (SAD). Shortened photoperiod and/or light intensity during winter season are risk factors for SAD, and bright light therapy is an effective treatment. Interestingly, reduced retinal photosensitivity along with the mood is observed in SAD patients in winter. However, the molecular basis underlying seasonal changes in retinal photosensitivity remains unclear, and pharmacological intervention is required. Here we show photoperiodic regulation of dopamine signaling and improvement of short day–attenuated photosensitivity by its pharmacological intervention in mice. Electroretinograms revealed dynamic seasonal changes in retinal photosensitivity. Transcriptome analysis identified short day-mediated suppression of the *Th* gene, which encodes tyrosine hydroxylase, a rate-limiting enzyme for dopamine biosynthesis. Furthermore, pharmacological intervention in dopamine signaling through activation of the cAMP signaling pathway rescued short day–attenuated photosensitivity, whereas dopamine receptor antagonists decreased photosensitivity under long-day conditions. Our results reveal molecular basis of seasonal changes in retinal photosensitivity in mammals. In addition, our findings provide important insights into the pathogenesis of SAD and offer potential therapeutic interventions.

## Introduction

At high latitudes with harsh winters, as in northern regions of the United States and Nordic countries, approximately 10% of the population suffer from depression in winter, also known as seasonal affective disorder (SAD)^1,2^. Typical symptoms of SAD include low mood, lethargy, sleep problems, disrupted circadian rhythms, social withdrawal, and changes in appetite and body weight. Because SAD leads to increased suicide rate in these northern regions, it represents a significant public health issue.

Shortening photoperiod and/or decreasing bright light exposure in winter are risk factors for SAD, and bright light therapy is used to treat the condition^1,3–5^. SAD patients exhibit reduced retinal photosensitivity in winter, as determined by electroretinogram (ERG) recordings, and recovers in summer or after treatment with bright light therapy^5–7^. Accordingly, the retina is thought to play a critical role in the pathogenesis of SAD. However, the underlying molecular basis of seasonal changes in retinal photosensitivity remains unclear. Although bright light therapy is an effective treatment, the most common side effects, such as eyestrain, headache, irritability, fatigue, nausea, and agitation, prevent patients from sitting in front of bright light apparatus^3,8^. Therefore, pharmacological intervention for reduced retinal sensitivity is required.

In this study, we sought to clarify the mechanisms underlying seasonal changes in photosensitivity, using mice as a model. Melatonin, whose secretion profile is controlled by ambient photoperiod, plays critical roles in the regulation of seasonality in mammals^9^. However, most inbred mice, including C57BL, DBA, and BALB/c, are insensitive to seasonal changes due to genetic defects in the melatonin biosynthesis pathway^10,11^. Therefore, we used melatonin-proficient, photoperiod-sensitive CBA/N mice in this study^12–14^. We recently demonstrated dynamic seasonal plasticity in photosensitivity and color perception in poikilothermal medaka fish and showed that these changes were temperature dependent^15^. Therefore, we examined the effects of changing photoperiod and temperature in this study. We first demonstrated that mice indeed exhibit reduced photosensitivity under winter-like conditions (short day and cool temperature) relative to summer-like conditions (long day and warm temperature), as revealed by ERG recordings. Time-series transcriptome analysis of the eye identified reduced expression of *Tyrosine hydroxylase* (*Th*) gene under winter-like conditions. Interestingly, retinal photosensitivity and *Th* expression were both photoperiod-dependent but temperature-independent. TH is a rate-limiting enzyme for dopamine biosynthesis, and retinal dopamine regulates retinal photosensitivity^16,17^. Finally, pharmacological intervention in dopamine signaling through activation of the cAMP signaling pathway rescued short day-attenuated photosensitivity, whereas dopamine receptor antagonists decreased photosensitivity under long-day conditions. These findings suggest possible therapeutic interventions for winter depression.

## Results

### Attenuated mesopic ERG under winter-like conditions

In order to investigate seasonal changes in photosensitivity in mammals, 10-week-old male CBA/N mice kept under 12-h light/12-h dark (12L12D) and 24 °C (equinox-like conditions) were transferred to long day (LD) and warm, summer-like conditions (LW: 16-h light/8-h dark, 27 °C) or short day (SD) and cool, winter-like conditions (SC: 8-h light/16-h dark, 10 °C) for 4 weeks. We used only male mice in the present study because the estrus cycle is known to influence the retinal physiology, including the ERG^18^. At 14 weeks of age, mice were dark-adapted overnight, and scotopic (dark-adapted) and photopic (light-adapted) ERGs were recorded at the middle of the light phase of each photoperiod (Fig. 1A)^19^. ERGs consist mainly of two waves; when the eyes are exposed to a light flash, a negative deflection a-wave initially appears, reflecting photoreceptor activation; subsequently, a positive deflection b-wave arises, reflecting the activity of interneurons, including bipolar cells and Müller cells. SC mice exhibited a significant decrease in scotopic ERGs than LW mice in both a-wave amplitudes (two-way ANOVA, *p* < 0.01, n = 12 [animal]) and b-wave amplitudes (two-way ANOVA, *p* < 0.01, n = 12 [animal]) when light pulse intensities were higher than − 1.0 log(cds/m^2^) and − 1.5 log(cds/m^2^), respectively (Fig. 1B, C). When a pulse intensity of − 1.0 log(cds/m^2^) was given, the most significant differences in the average amplitude were recorded in both a- and b-waves. At this pulse intensity, a- and b-wave amplitudes in SC mice were 37% and 40% lower than in LW mice, respectively. In mice, irradiances higher than − 1.28 log(cds/m^2^) under scotopic conditions induce not only rod responses but also cone responses, known as mesopic responses^20,21^. When we examined photopic ERGs, we observed no significant change in the a-wave, whereas a significant change was observed at the highest intensity of 1.0 log(cds/m^2^) (two-way ANOVA, *p* < 0.01, n = 12; Fig. 1D, E). Based on these observations, winter-like SC conditions induced attenuated ERGs at mesopic light levels.

**Figure 1:**
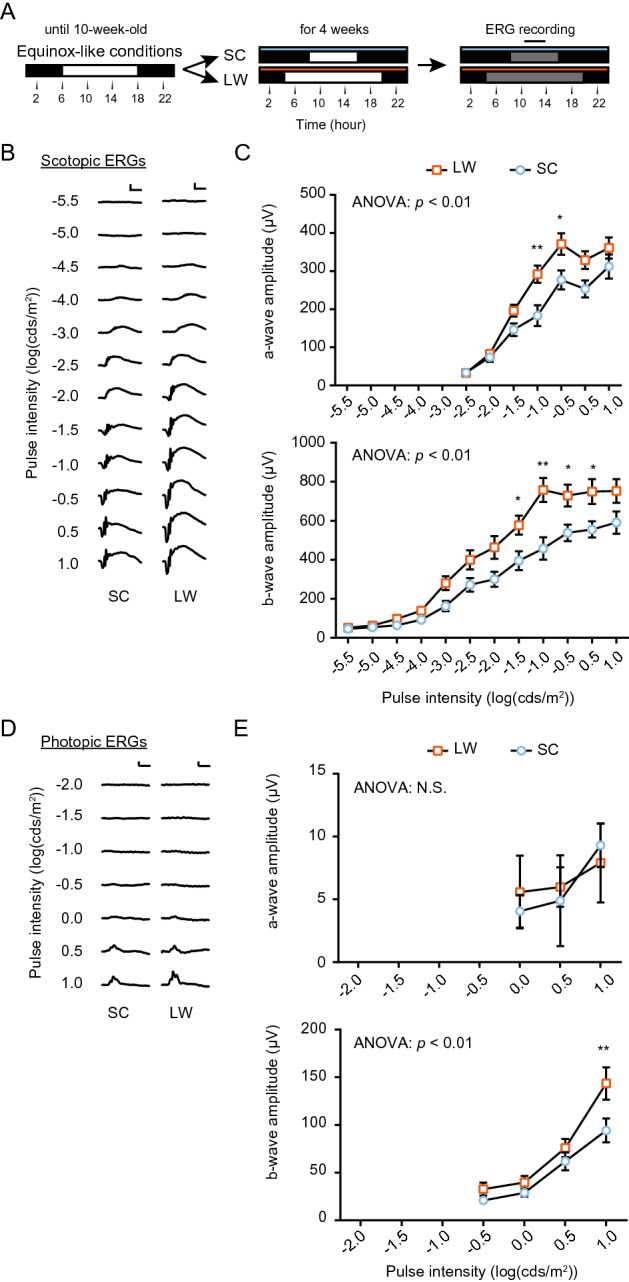
Seasonal changes in the mesopic ERG response in mice. (**A**) Flow of the experiment for ERG recording. Black and white bars indicate dark and light periods, respectively. Blue and orange bars indicate cool (10 °C) and warm (27 °C) conditions, respectively. SC: short day and cool temperature (winter-like condition); LW: long day and warm temperature (summer-like condition). ERG recording was conducted at around midday (black solid line) under darkness (gray bar) (i.e., dark adaptation). (**B**) Scotopic pulse ERGs elicited using 12 different intensities (from − 5.5 to 1.0 (log cds/m^2^)) in SC and LW mice (scale bar: 200 µV [vertical], 50 ms [horizontal]). (**C**) Intensity–response curves of mean scotopic a- and b-wave amplitudes. (Two-way ANOVA, effect of seasonal cues, *F*_(1, 154)_ = 23.73, *p* < 0.01 [a-wave]; *F*_(1, 264)_ = 57.19, *p* < 0.01 [b-wave], Bonferroni post hoc test: *p < 0.05, **p < 0.01; effect of pulse intensity, *F*_(6, 154)_ = 64.55, *p* < 0.01 [a-wave], *F*_(11, 264)_ = 72.29, *p* < 0.01 [b-wave]; effect of interaction, *F*_(6, 154)_ = 1.901, *p* = 0.0840 [a-wave], *F*_(11, 264)_ = 2.326, *p* < 0.01 [b-wave], means ± SEM, n = 12 [animal]). (**D**) Photopic pulse ERGs elicited using different intensities (from − 2.0 to 1.0 log (cds/m^2^)) in SC and LW mice (scale bar: 50 µV [vertical], 50 ms [horizontal]). (**E**) Intensity–response curves of mean photopic a- and b-wave amplitudes (two-way ANOVA, effect of seasonal cues, *F*_(1, 66)_ = 0.03748, *p* = 0.8471 [a-wave]; *F*_(1, 88)_ = 10.06, *p* = 0.0021 [b-wave], Bonferroni post hoc test: **p < 0.01; effect of pulse intensity, *F*_(2, 66)_ = 1.284, *p* = 0.2838 [a-wave], *F*_(3,88)_ = 38.56, *p* < 0.01 [b-wave]; effect of interaction, *F*_(2,66)_ = 0.1947, *p* = 0.8236 [a-wave], *F*_(3,88)_ = 1.877, *p* = 0.1394 [b-wave], mean ± SEM, n = 12 [animal]).

### Identification of seasonally regulated genes in the mouse eye

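Whole eyes of male CBA/N mice kept for 4 weeks under SC (8 h light and 16 h dark, 10 °C) or LW (16 h light and 8 h dark, 27 °C) were collected at 2, 6, 10, 14, 18 and 22 h after midnight. There were 2 eyes at each time under each condition, and 24 strand-specific mRNA libraries in all. By the light bars of Fig. 2B, the lights were on under LW and off under SC at 6 and 18 h, on under both at 10 and 14 h, and off under both at 2 and 22 h. Photoperiod and temperature differ together between these libraries. The authors mapped the reads with HISAT2 (version 2.0.4 and genome build GRCm38.p6 in the submitters' processing notes) and deposited RSEM expected counts for 19018 genes. The expected counts summed to between 20164885 and 28447184 per SC library (median 24449062) and to between 19543401 and 28859071 per LW library (median 25057540). The depth in the paper's Methods is in sequenced bases, and the values here use these totals. Between 8.90% and 10.3% of a library's genes have no number in the table, and these were read as 0. The expected counts were scaled by TMM factors, which lay between 0.982 and 1.02, to the mean library size and compared on the scale log2(scaled expected count + 1) with limma. The test covered the 18233 genes with a scaled count of at least 1 in at least 2 libraries, with a mean for each of the 12 groups, and a gene was called at an adjusted p (Benjamini-Hochberg) under 0.05. A log2 difference is LW minus SC, averaged over the 6 times unless a time is named, and on this scale it understates the difference of genes with few counts. The paper's text and the sample labels do not say whether the 2 eyes of a group came from different mice, so the p-values measure the spread between these eyes. SC 6 h replicate 2 and, at lower levels, SC 10 h replicate 2 also held transcripts of liver genes, and 9 of 12 genes of cornified skin were highest of all libraries in the first of them. The scaled count of Alb, which encodes serum albumin, was 1807 and 236 in these libraries and at most 7.93 in the other 22.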

To reveal the mechanisms underlying seasonal changes in ERG responses, we next examined RNA-seq analysis using time series samples of the whole eye (collected every 4 h, 6 time points, n = 2) under SC and LW conditions. If the minimum expression level of a gene among all the time points in one condition (e.g., SC or LW) was higher than the maximum expression level in another condition, the gene was defined as differentially expressed gene (DEG). This analysis identified 15 LW-upregulated and 17 SC-upregulated DEGs, respectively (Fig. 2A). 

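Among the genes with the 10 smallest p-values between LW and SC were the precursors of 2 neuropeptides, Cartpt and Vgf, and a fatty acid hydroxylase, Cyp4a12a, higher under LW, and Arg1 and Prss27, higher under SC. Cartpt, the precursor of the CART neuropeptides, had a scaled count of 922 ± 55.9 (SD, n = 12) under LW and 617 ± 80.5 (SD, n = 12) under SC (log2 difference 0.59, adjusted p = 2.7e-09 from limma). Vgf, another neuropeptide precursor, was also higher under LW (log2 difference 0.61, adjusted p = 2.7e-09 from limma), as was Cyp4a12a, a cytochrome P450 that hydroxylates fatty acids (1.42, adjusted p = 4.7e-09). Arg1, which encodes arginase, had a scaled count of 715 ± 79.2 (SD, n = 12) under LW and 1074 ± 89.9 (SD, n = 12) under SC (log2 difference -0.59, adjusted p = 2.7e-10 from limma). The serine protease gene Prss27 and the epithelial keratin gene Krt4 were also higher under SC, with log2 differences of -0.59 (adjusted p = 2.6e-09 from limma) and -0.85 (adjusted p = 1.7e-05). 
With the rule of the paper applied to the means of the 2 eyes in TMM-scaled CPM, 87 genes were separated with LW above SC and 102 with SC above LW. In the expected counts as deposited, with no scaling, the rule separated 15 and 17 genes, which are the 32 genes printed in Fig. 2A. Of those 32 genes, 26 were also separated after scaling (not Slc25a48, Mthfs, Arhgef33, Gm3591, Gm40369 and Best1), and 28 passed limma's test. The 32 genes were picked from these same eyes by the rule, so neither count is independent evidence. For 12 values in no order, chance separates 0.216% of genes in this way. The 32 genes separated as deposited are fewer than this share of the 19018 genes, and the 87 and 102 are more. Over the 32 ways of exchanging LW and SC at some of the times, the highest other gave 20 genes as deposited. The median of the others was 6. When every single eye had to be separated, 14 genes remained, which are Cartpt, Cyp4a12a, Serpina3n, Doc2b and Eif4a2 with LW above SC and Arg1, Prss27, Klk10, Gsto1, Ttr, Dap, Ip6k3, Chit1 and Ddrgk1 with SC above LW. 
Across all genes tested, limma called 1730 between LW and SC, 883 higher under LW and 847 higher under SC, with a median absolute log2 difference of 0.16. Of these, 126 differed by at least 0.5 on the log2 scale and 38 by at least 1, and 812 had the same sign at all 6 times. Among genes with a mean CPM of at least 1 and the same sign at all 6 times, the largest log2 differences upward under LW were those of Cyp4a12a, Cnfn (1.11), Gm41793 (0.89), Muc13 (0.77) and Slc7a3 (0.71), and the largest upward under SC were those of Ocm (-1.10), Adh6a (-1.04), Krt4, Klk10 (-0.70) and Apobec1 (-0.66). Without the eyes of 2 h, 980 genes were called, and without the 2 SC libraries that held liver transcripts 1602, of which 1343 were among the 1730. 
By time, 663 genes differed at 2 h, 510 at 6 h, 93 at 10 h, 32 at 14 h, 284 at 18 h and 531 at 22 h. Each of these counts rests on 2 eyes per condition. With any 1 of the 4 eyes of the time left out, the count lay between 136 and 342 at 2 h, between 92 and 299 at 6 h, between 50 and 170 at 18 h and between 131 and 337 at 22 h. At 10 h it was 32 without SC replicate 2, 24 without LW replicate 1 and 26 without LW replicate 2, and at 14 h it was 4 without SC replicate 1, 19 without SC replicate 2 and 0 without LW replicate 1. Without the 2 SC libraries that held liver transcripts it was 338 at 6 h and 33 at 10 h. An F test in limma called 908 genes whose seasonal difference varied between times, and 568 without the eyes of 2 h, 600 without those of 6 h and 520 without those of 22 h.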

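Opn1mw, the medium-wavelength cone pigment, was lower under LW, with 1194 ± 64.0 (SD, n = 12) under LW and 1365 ± 122 (SD, n = 12) under SC (log2 difference -0.19, standard error 0.04, adjusted p = 0.0015 from limma), at all 6 times. The short-wavelength cone pigment gene Opn1sw did not pass the test (0.04, adjusted p = 0.27 from limma). Among the nonvisual opsins, the values were 0.48 for Opn3 (adjusted p = 0.084 from limma), 0.12 for Rrh (adjusted p = 0.064), 0.04 for the melanopsin gene Opn4 (adjusted p = 0.82), 0.08 for Opn5 (adjusted p = 0.92) and -0.03 for Rgr (adjusted p = 0.50). Opn5 had about 2.1 scaled counts under either condition, and its 95% confidence interval reached from -0.60 to 0.76. Among the opsins, 1 was called over all genes tested, and 3 when adjusted over the list alone (Opn3 and Rrh higher and Opn1mw lower under LW). Opn3 passed over all genes without LW 6 h replicate 1 (adjusted p = 0.035 from limma) or SC 18 h replicate 2 (adjusted p = 0.042), and Rrh without SC 14 h replicate 2 (adjusted p = 0.040), SC 18 h replicate 1 (adjusted p = 0.050), LW 22 h replicate 1 (adjusted p = 0.042) or the eyes of 6 h (adjusted p = 0.049). As a list the opsins did not pass (camera adjusted p = 0.74, and adjusted p = 0.85 with an estimated correlation). 
Other phototransduction genes went both ways. Of 24 rod genes, 4 were higher under LW and 1 was lower (5 and 1 when adjusted over the list alone, camera adjusted p = 0.20, and adjusted p = 0.82 with an estimated correlation). Sag, the rod arrestin, was higher under LW (0.28, adjusted p = 1.2e-07 from limma), and Cngb1, a subunit of the rod channel, was lower (-0.14, adjusted p = 3.1e-04, but 0.071 without the eyes of 2 h), while Nrl lost its call in 21 of 39 settings and Pde6b in 1. Of 13 cone genes, 1 was higher and 3 were lower, and the counts were the same when adjusted over the list alone (camera adjusted p = 0.68, and adjusted p = 0.84 with an estimated correlation). Pde6h, a subunit of the cone phosphodiesterase, was lower under LW (-0.21, adjusted p = 0.0013 from limma), and the cone arrestin gene Arr3 was higher (0.14, adjusted p = 0.0019, but 0.14 without the eyes of 10 h), while Gnat2 lost its call in 11 of 39 settings.

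**Figure D1:**
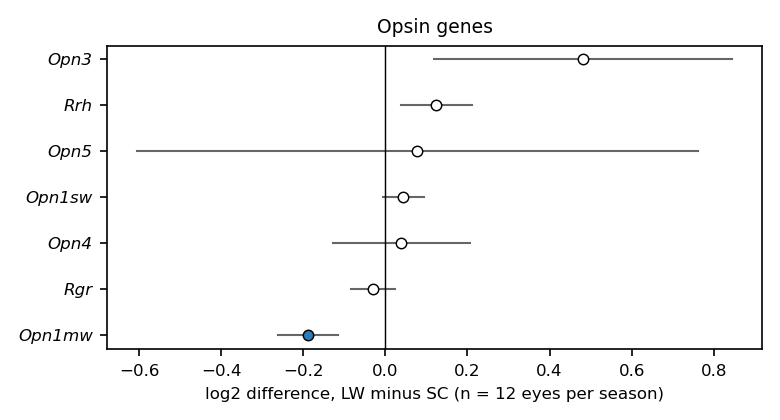
Log2 difference (LW minus SC, on the scale log2(scaled expected count + 1)) of opsin genes with its 95% confidence interval over 12 eyes per condition. The filled point, Opn1mw at -0.19, passed limma's test over all genes and the open points did not.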

Unlike medaka fish^15^, we did not detect clear differences in rhodopsin family genes (Supplementary Fig. S1). However, we observed downregulation of *Th* gene under winter-like SC conditions (Fig. 2A, B). 

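Th (gene ID 21823), on chromosome 7 of GRCm38.p6 from 142892779 to 142899995, was lower under SC at every time. Its scaled count was 94.3 ± 11.7 (SD, n = 12) under LW and 66.1 ± 7.29 (SD, n = 12) under SC. This is a log2 difference of 0.50 (standard error 0.09, 1.42-fold, adjusted p = 0.0012 from limma), and an exact permutation test of the conditions within times gave p = 8.6e-05 (two-sided). Of the 12 LW eyes, 9 were above every SC eye. By time, the log2 difference lay between 0.32 at 18 h and 0.61 at 22 h, and limma called neither its variation between times (adjusted p = 0.98) nor a daily variation of Th within LW (adjusted p = 0.96) or SC (adjusted p = 0.99). Relative to Eif1ad, the reference gene of the qPCR, the log2 difference was 0.59 (exact permutation test, p = 1.3e-04, two-sided). 
Of 11 genes of dopamine synthesis and handling, Th and Slc18a2 were higher under LW and none was lower, over all genes and when adjusted over the list alone (camera adjusted p = 0.29, and adjusted p = 0.52 with an estimated correlation). Slc18a2, the vesicular transporter that loads dopamine into vesicles, had a scaled count of 79.9 ± 19.3 (SD, n = 12) under LW and 54.3 ± 12.5 (SD, n = 12) under SC (log2 difference 0.55, adjusted p = 0.012 from limma). The remaining 9 genes did not pass limma's test. Of the 5 dopamine receptor genes, Drd4 was lower under LW and none was higher, over all genes and when adjusted over the list alone. The list did not pass camera (adjusted p = 0.079, and adjusted p = 0.24 with an estimated correlation), but it passed fry (adjusted p = 1.1e-04). Drd4, a receptor of photoreceptors, had the smallest p-value of all genes between LW and SC, with 3039 ± 1635 (SD, n = 12) under LW and 4275 ± 1873 (SD, n = 12) under SC (log2 difference -0.52, adjusted p = 1.9e-11 from limma), and these SDs include its daily variation. Its difference was largest at 6 h (-0.61, adjusted p = 4.2e-05 from limma) and 18 h (-1.51, adjusted p = 5.7e-13), when the lights were on under LW alone. Lights at collection and a shift of the daily variation of Drd4 cannot be told apart here. Of 10 markers of amacrine cells, the class that holds the dopaminergic neurons, Calb2 was higher under LW (0.10, adjusted p = 0.023 from limma) and none was lower (2 higher when adjusted over the list alone). The list passed camera (adjusted p = 0.033, but 0.099 without the 2 libraries that held liver transcripts, and adjusted p = 0.24 with an estimated correlation). Calb2 did not pass without those 2 libraries, without SC 2 h replicate 1 (adjusted p = 0.061 from limma), LW 2 h replicate 2 (adjusted p = 0.057) or LW 10 h replicate 1 (adjusted p = 0.054), or without the eyes of 2, 10 or 22 h (adjusted p up to 0.10). 
From these eyes, the paper states that Th is downregulated under SC.

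**Figure D2:**
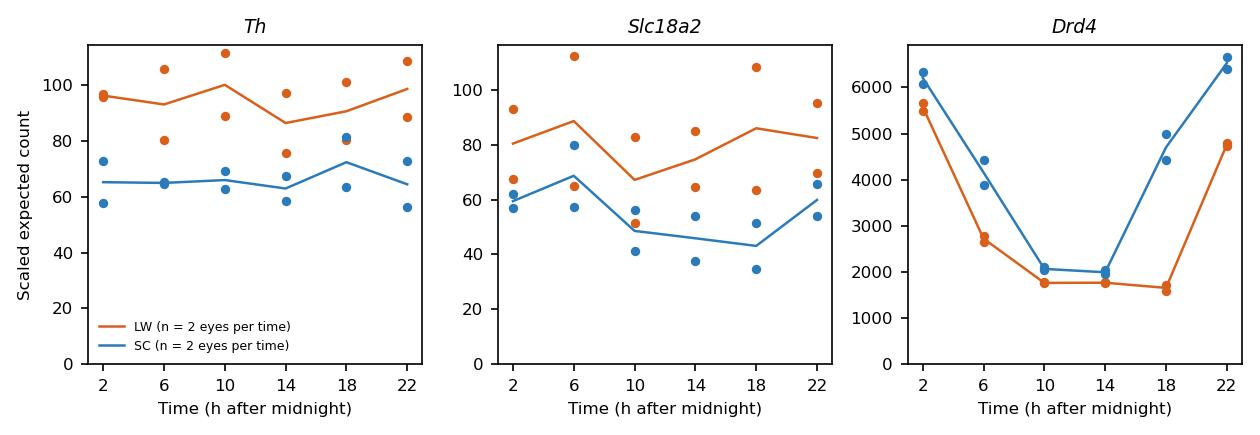
Scaled expected counts of Th, Slc18a2 and Drd4 in each eye (points) and their mean (lines) at 2 to 22 h after midnight, under LW (orange) and SC (blue). The mean of Th is higher under LW at all 6 times, and Drd4 is low from 10 to 14 h under SC and from 10 to 18 h under LW.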

The differential expression of *Th* was verified by real-time quantitative PCR (qPCR) (two-way ANOVA; *p* < 0.01, n = 3; Fig. 2B). TH is a rate-limiting enzyme for dopamine biosynthesis. It is well established that diurnal dopamine secretion from dopaminergic amacrine cells plays key roles in retinal photosensitivity^16,17^.

**Figure 2:**
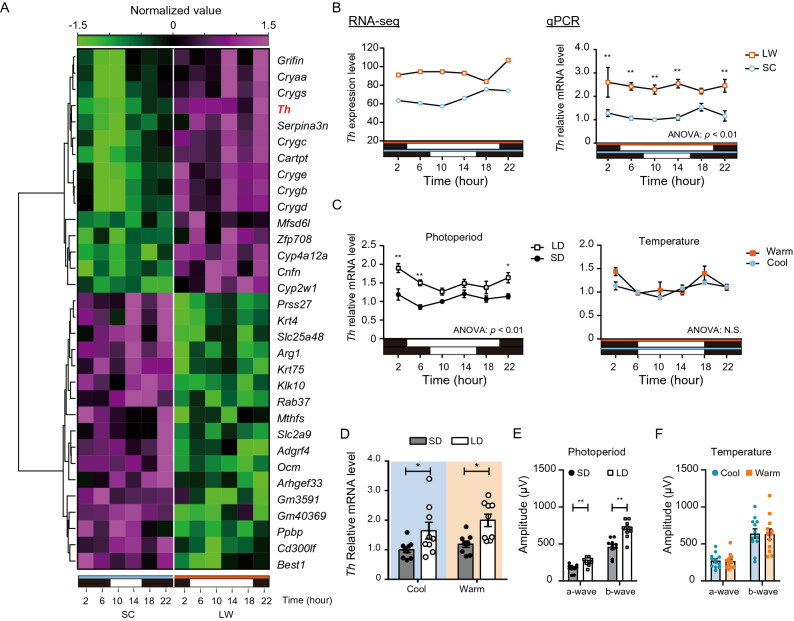
Photoperiodic regulation of *Th* expression and mesopic ERG. (**A)** Hierarchical clustering of 15 genes upregulated under LW conditions and 17 genes upregulated under SC conditions. Heatmap was generated in R (version 4.0.3) with the heatmap.2 function from gplots package (https://biocorecrg.github.io/CRG_RIntroduction/heatmap-2-function-from-gplots-package.html). (**B**) Differential expression of *Th* gene detected by RNA-seq (n = 2) (left) and qPCR (n = 3) (right) in the eyes of the mice kept under SC and LW conditions. Two-way ANOVA and Bonferroni post hoc test were used for qPCR analysis (two-way ANOVA, effect of seasonal cues, *F*_(1, 24)_ = 77.91, *p* < 0.01, Bonferroni post hoc test: **p < 0.01; effect of time, *F*_(5,24)_ = 0.3711, *p* = 0.8634; effect of interaction, *F*_(5, 24)_ = 0.6346, *p* = 0.6753, mean ± SEM, n = 3). (**C**) Effects of photoperiod (left) or temperature (right) on *Th* gene expression measured by qPCR (two-way ANOVA, effect of photoperiod, *F*_(1, 24)_ = 53.76, *p* < 0.01; effect of temperature, *F*_(1, 24)_ = 3.647, Bonferroni post hoc test: *p < 0.05, **p < 0.01; effect of time, *F*_(5,24)_ = 4.129, *p* < 0.01 [photoperiod], *F*_(5,24)_ = 6.008, *p* < 0.01 [temperature]; effect of interaction, *F*_(5,24)_ = 1.670, *p* = 0.1801 [photoperiod], *F*_(5,24)_ = 1.600, *p* = 0.1982 [temperature], mean ± SEM, n = 3). (**D**) Effects of photoperiod and temperature on *Th* expression (two-way ANOVA, effect of photoperiod, *F*_(1, 32)_ = 14.44, *p* = 0.0006, Bonferroni post hoc test: *p < 0.05; effect of temperature, *F*_(1,32)_ = 1.987, *p* = 0.1683; effect of interaction, *F*_(1,32)_ = 0.1900, *p* = 0.6658, mean ± SEM, n = 9). (**E**) Effect of photoperiod on mesopic responses (Student’s *t*-test, *t*_(18)_ = 3.825 [a-wave], *t*_(18)_ = 4.732 [b-wave], **p < 0.01, mean ± SEM, n = 10). (**F**) Effect of temperature on mesopic responses (Student’s *t*-test, *t*_(22)_ = 0.1534 [a-wave], *t*_(22)_ = 0.08799 [b-wave], *p* > 0.05, mean ± SEM, n = 10–12). Mesopic ERG was measured using a − 1.0 log(cds/m^2^) light pulse.

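The genes upregulated under LW in Fig. 2A include 6 crystallins and Grifin of the lens. Those upregulated under SC include the epithelial keratin gene Krt4, the hair follicle keratin gene Krt75 and proteases of surface epithelia. Cnfn, a gene of cornified skin, went the other way and was higher under LW (1.11, adjusted p = 2.1e-05 from limma). Of 16 crystallin genes measured, 10 were higher under LW and none was lower (13 higher when adjusted over the list alone), with camera adjusted p = 4.0e-08 and adjusted p = 0.27 with an estimated correlation. The study printed 6 of them from these same eyes, so their direction is not independent evidence. Cryaa, the most abundant of the printed ones, had a scaled count of 380082 ± 18157 (SD, n = 12) under LW and 330032 ± 22087 (SD, n = 12) under SC (log2 difference 0.21, adjusted p = 4.7e-04 from limma). The gamma crystallins Crygc (0.30), Crygd (0.38) and Cryge (0.45) are close paralogs that may share reads, and they and Crygb (0.30) did not pass limma's test without the eyes of 6 and 18 h (log2 differences of 0.29, 0.38, 0.45 and 0.28, adjusted p from 0.073 to 0.11). Of 13 other lens fibre genes, 7 were higher under LW, among them Lgsn (0.23), Mip (0.19) and Bfsp1 (0.15), and Bfsp2, named after its value was seen, was lower (-0.22). When adjusted over the list alone 8 were higher and 1 lower (camera adjusted p = 8.6e-04, and adjusted p = 0.38 with an estimated correlation). Of 22 genes of the corneal and conjunctival epithelium, 11 were higher under SC and none was higher under LW over all genes (12 and 1 when adjusted over the list alone), with camera adjusted p = 3.2e-08 and adjusted p = 0.17 with an estimated correlation. These include Krt4, which the study also printed, Krt6a (-0.32), Krt6b (-0.22) and Elf3 (-0.20). Of 10 genes of the retinal pigment epithelium, 5 were higher under SC and none was higher under LW (7 and 0 when adjusted over the list alone), with camera adjusted p = 4.5e-05 and adjusted p = 0.15 with an estimated correlation. They include Rpe65 (-0.28), the isomerase of the visual cycle, the retinol carrier gene Ttr (-0.19) and the retinol receptor gene Stra6 (-0.21), while the printed Best1 did not pass the test (-0.40, adjusted p = 0.071 from limma), except without SC 2 h replicate 2 (adjusted p = 0.048) or SC 10 h replicate 1 (adjusted p = 0.039), and Krt18 lost its call in 2 of 39 settings. Of 10 genes of the sclera and fibroblasts, 2 were higher under LW and none was lower (3 and 0 when adjusted over the list alone, mean log2 difference 0.23, camera adjusted p = 0.0079, and adjusted p = 0.46 with an estimated correlation). The called genes are Kera and Ogn, which both did not pass without LW 18 h replicate 2 (adjusted p = 0.0502 and 0.0596 from limma) and were lost in 7 and 13 of 39 settings, and the list did not pass with fry (adjusted p = 0.072). Of 18 genes of skeletal and extraocular muscle, 1 was lower under LW and none was higher, over all genes and when adjusted over the list alone (mean log2 difference -0.13, camera adjusted p = 0.013, but 0.099 without the 2 libraries that held liver transcripts, and adjusted p = 0.65 with an estimated correlation). The called gene is Myh4, which did not pass without LW 14 h replicate 1 (adjusted p = 0.051 from limma) or without those 2 libraries (adjusted p = 0.068) and was lost in 5 of 39 settings, and the list did not pass with fry (adjusted p = 0.27). Of 12 retinal neuropeptides, Cartpt and Vip (0.35) were higher and Penk (-0.23) was lower under LW (2 and 1 when adjusted over the list alone), with camera adjusted p = 0.047 and adjusted p = 0.15 with an estimated correlation. Without the eyes of 2 h, Vip did not pass (adjusted p = 0.073 from limma). Mthfs, Gm3591 and Gm40369 did not pass either (adjusted p = 0.12, 0.071 and 0.12 from limma). Gm3591 had a mean scaled count of 4.29 under SC, and it passed without LW 2 h replicate 2, LW 6 h replicate 2, SC 14 h replicate 2, LW 18 h replicate 2 or SC 22 h replicate 1 (adjusted p between 0.030 and 0.046 from limma). Gm40369, at 10.0 under SC, passed without the eyes of 18 h (adjusted p = 0.045 from limma). Of the printed genes that passed, Cyp2w1 did not without the eyes of 18 h, Grifin not without those of 22 h, Slc2a9 not without those of 22 h or without the 2 libraries that held liver transcripts, Ppbp and Cd300lf not without those of 10 h, and Arhgef33 not without those of 10 h or of 22 h (adjusted p from 0.054 to 0.14 from limma). 

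**Figure D3:**
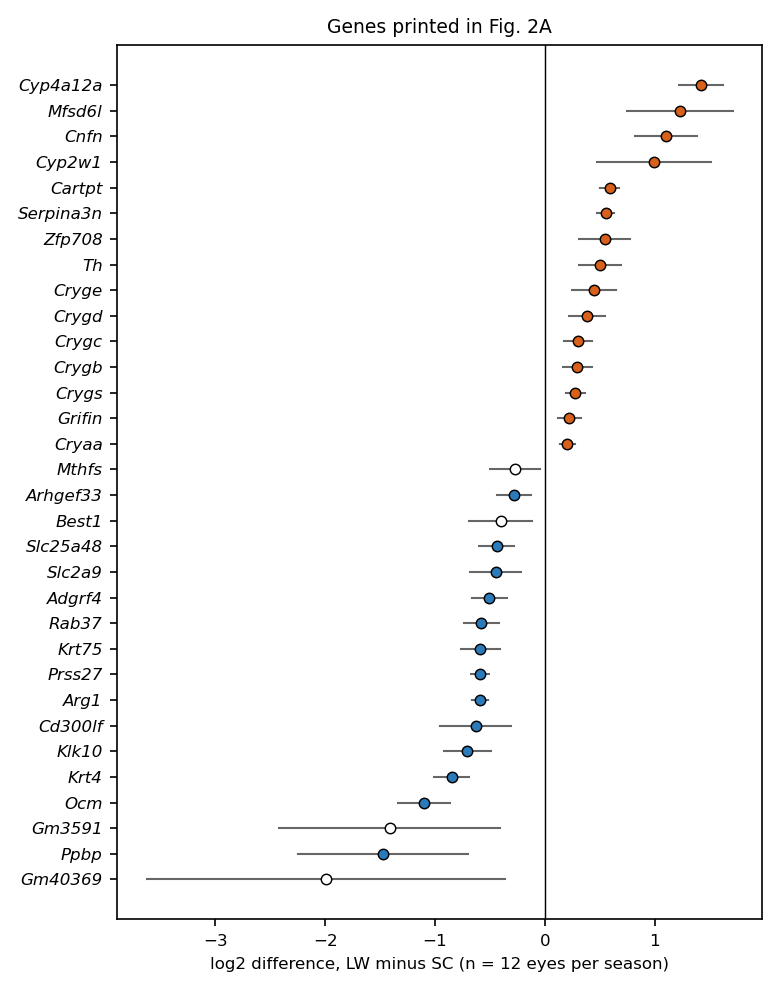
Log2 difference (LW minus SC, on the scale log2(scaled expected count + 1)) of each of the 32 genes printed in Fig. 2A, with its 95% confidence interval over 12 eyes per condition. Filled points passed limma's test at an adjusted p under 0.05 (orange, higher under LW, and blue, higher under SC), and open points, those of Mthfs, Best1, Gm3591 and Gm40369, did not.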

We next sought to determine which seasonal cue (e.g., photoperiod or ambient temperature) regulates *Th* expression level by qPCR. Although ambient temperature had no significant effect (two-way ANOVA, *p* = 0.0682, n = 3), *Th* was differentially expressed under different photoperiodic conditions (two-way ANOVA, *p* < 0.01, n = 3) (Fig. 2C). We further confirmed this result by exposing mice to different conditions: short day and cool (SC), short day and warm (SW), long day and cool (LC), and long day and warm (LW). When eyes were collected at the middle of the light phase, *Th* expression was higher under long-day (LC and LW) conditions than short-day (SC and SW) conditions irrespective of the temperature, indicating that photoperiod is the primarily seasonal cue regulating *Th* expression (two-way ANOVA, *p* = 0.0006, n = 9; Fig. 2D).

To further distinguish the effect of photoperiod and temperature on mesopic ERGs, mice were kept under SD or LD conditions at 24 °C for 4 weeks, and mesopic ERGs were measured using a light pulse of − 1.0 log(cds/m^2^) (Fig. 2E). SD mice exhibited lower mesopic ERG responses in both a-wave and b-wave amplitudes relative to LD mice (Student’s *t*-test, *p* < 0.01, n = 12). Average amplitudes of a- and b-waves in mesopic responses of SD mice were 35% lower than those of LD mice. By contrast, no significant change was detected in mice kept under equinox photoperiod (12L12D) under cool and warm conditions (Student’s *t*-test, *p* > 0.05, n = 12; Fig. 2F). Taken together, both *Th* expression level and mesopic ERG responses were regulated by changes in photoperiod, regardless of ambient temperature.

To test the involvement of melatonin, we also examined the effects of SD and LD in melatonin-deficient C57BL/6J mice, and photoperiodic regulation of both *Th* and b-wave amplitude was observed at the middle of the light phase in each photoperiodic condition (Supplementary Fig. S2).

### Pharmacological intervention in seasonally regulated retinal photosensitivity

Reduced *Th* expression level appeared to affect ocular dopamine level under SD conditions. Indeed, SD mice had a lower ocular dopamine level than LD mice (Student’s *t*-test, *p* = 0.0028, n = 4; Fig. 3A). The mammalian retina contains four types of dopamine receptors^17,22^. Among them, dopamine D1 receptors expressed in cone ON-bipolar cells and horizontal cells, and D4 receptors expressed in photoreceptors play important roles in retinal photosensitivity^16,17^. Therefore, we next assessed the effect of pharmacological intervention in dopamine signaling. Intraperitoneal (i.p.) injection of a cocktail of agonists for D1 and D4 dopamine receptors (SKF38393 and PD168077, 1 mg/kg each) 1 h before the ERG recording significantly improved the b-wave amplitude in SD mice (Student’s *t*-test, *p* = 0.0214, n = 10; Fig. 3B). On the other hand, i.p. injection of a cocktail of antagonists for D1 and D4 receptors (SCH23390 and L-745870, 1 mg/kg each) 1 h before the ERG recording decreased b-wave amplitude in LD mice (Student’s *t*-test, *p* < 0.01, n = 12; Fig. 3C).

**Figure 3:**
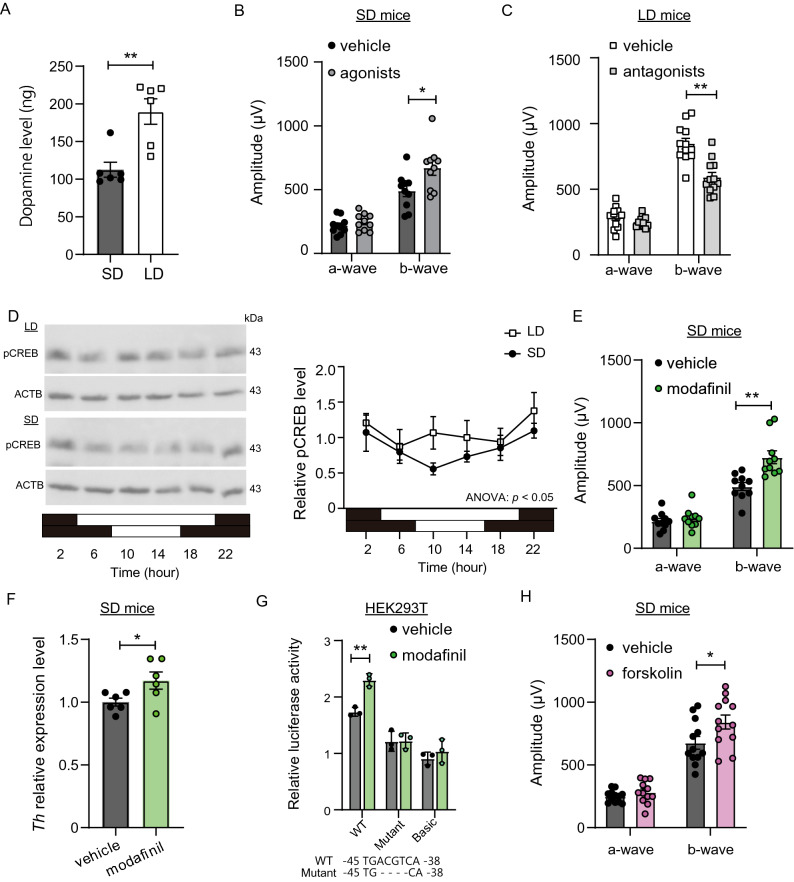
Pharmacological intervention of dopamine signaling regulates mesopic b-wave amplitude. (**A**) Increase in dopamine in the eyes of mice by long-day conditions measured by ELISA. (Student’s *t*-test, *t*_(10)_ = 3.943, **p = 0.0028, mean ± SEM, n = 6). (**B**) Effect of dopamine receptor (D1/D4) agonist cocktail on mesopic ERG responses in SD mice (Student’s *t*-test, *t*_(18)_ = 0.9807 [a-wave], t_18_ = 2.520 [b-wave], *p = 0.0214 mean ± SEM, n = 10). (**C**) Effect of dopamine receptor (D1/D4) antagonist cocktail on mesopic ERG responses in LD mice (Student’s *t*-test, *t*_(22)_ = 1.386 [a-wave], *t*_(22)_ = 4.676 [b-wave], **p < 0.01, mean ± SEM, n = 12). (**D**) Western blotting for pCREB and ACTB in eyes of SD and LD mice (left). Relative pCREB value was normalized against ACTB level (right) (two-way ANOVA, effect of photoperiod, *F*_(1, 24)_ = 4.353, *p* = 0.0477; effect of time, *F*_(5,24)_ = 1.803, *p* = 0.1503; effect of interaction, *F*_(5,24)_ = 0.8554, *p* = 0.8554, mean ± SEM, n = 3). To quantify band intensity, three different gels were used (see Supplementary Fig. 3). (**E**) Effect of modafinil on mesopic ERG responses in SD mice (Student’s *t*-test, *t*_(18)_ = 0.7161 [a-wave], *t*_(18)_ = 3.855 [b-wave], **p = 0.0012, mean ± SEM, n = 10). (**F**) Effect of modafinil on *Th* expression level measured by qPCR (Student’s *t*-test, *t*_(10)_ = 2.266, *p = 0.0469, mean ± SEM, n = 6). (**G**) Promoter activity of mouse *Th* was measured using HEK293T cells. Wild-type and mutant reporters fused to the *luciferase* gene were assayed for their activities in response to modafinil. CRE sequences of wild type (WT) and mutant (Mutant) are shown at bottom. Basic: pGL4.19-basic empty vector. (Student’s *t*-test, *t*_(4)_ = 7.199 [WT], *t*_(4)_ = 0.06143 [Mutant], *t*_(4)_ = 0.9412 [Basic], **p = 0.0020, mean ± SEM, n = 3) (**H**) Effect of eyedrop topical administration of forskolin on mesopic ERG responses in SD mice (Student’s *t*-test, *t*_(22)_ = 1.145 [a-wave], *t*_(22)_ = 2.181 [b-wave], *p = 0.0402, mean ± SEM, n = 12). Mesopic ERG was measured using a − 1.0 log(cds/m^2^) light pulse.

The cAMP-responsive element (CRE) (TCACGTCA) in the promoter region of *Th* is responsible for promoting basic and induced *Th* gene expression^23^, and phosphorylated CREB (pCREB) binds CRE to induce transcription. Western blotting revealed that the pCREB level in the eye was different between LD mice and SD mice (two-way ANOVA, *p* = 0.0477, n = 3; Fig. 3D, Supplementary Fig. S3). Modafinil inhibits dopamine reuptake^24^ and engages the activation of pCREB^25^. Gavage administration of modafinil (64 mg/kg, 3 times per day for 3 days; Supplementary Fig. S4) improved b-wave amplitude (Student’s *t*-test, *p* = 0.0012, n = 10; Fig. 3E) and increased *Th* gene expression in the eyes of SD mice in vivo (Student’s *t*-test, *p* = 0.0469, n = 6; Fig. 3F). To further investigate whether the CRE sequence is indeed involved in the regulation of *Th* gene by modafinil, we analyzed the activity of the *Th* promoter transfected into the HEK293T cell line. Modafinil administration induced expression of *Th* reporter activity in the wild-type (WT) construct relative to the vehicle control (Student’s *t*-test, *p* = 0.0020, n = 3). However, when the CRE sequence was mutated, induction by modafinil was not observed (Student’s *t*-test, *p* = 0.9540, n = 3; Fig. 3G). Induction of reporter activity was also not observed in the ‘basic’ empty construct (Student’s *t*-test, *p* = 0.3999, n = 3). These results suggest that induction of *Th* by modafinil involves a cAMP signaling pathway.

Forskolin is well known to increase the cAMP level and hence CREB activation. Eye-drop topical administration of forskolin in SD mice (1% w/v, 3 times per day for 3 days; Supplementary Fig. S4) rescued short day–attenuated mesopic b-wave amplitude (Student’s *t*-test, *p* = 0.0402, n = 12; Fig. 3H). Together, these results suggest that pharmacological intervention in the dopamine signaling pathway can rescue seasonally regulated retinal photosensitivity in mice.

## Discussion

Reduced light exposure during the winter season is considered to be a risk factor for SAD^1,4,5^. Although SAD patients exhibit reduced photosensitivity during depressive episodes^5–7^, the molecular basis of the condition remains unclear. In this study, we demonstrated seasonal changes in retinal photosensitivity in mice, as determined by measurement of ERGs (Fig. 1), indicating that mice could be an excellent model to uncover its molecular mechanism. Although organisms are exposed to significant changes under both ambient photoperiod and temperature at high latitudes, we found that changes in photoperiod, but not temperature, affected the retinal photosensitivity in mice (Fig. 2). In a previous study, we observed seasonal changes in retinal photosensitivity in medaka fish^15^. In this species, however, retinal photosensitivity was regulated by ambient temperature but not by photoperiod. It is reasonable to speculate that these differences are related to the differences between homeothermic and poikilothermic animals. In addition to the changes in photosensitivity, our previous study demonstrated seasonal changes in color perception in medaka fish. Functional analyses revealed that the seasonal changes in color perception were caused by dynamic seasonal changes in the expression of rhodopsin family genes^15^. Interestingly, seasonal changes in color perception have also been reported in healthy humans^26^. Therefore, we hypothesized that expression of rhodopsin family genes is also affected by seasonal cues in mammals. In contrast to our prediction, however, our RNA-seq analysis of SC and LW mice failed to detect clear expression changes in the rhodopsin family genes in mice (Supplementary Fig. S1). Medaka fish are seasonal breeders that nuptial coloration during breeding season to attract mates. However, mice are non-seasonal breeders and do not change body coloration throughout the seasons. Therefore, it would be interesting to examine expression changes in rhodopsin family genes in seasonally breeding mammals that exhibit color ornamentation during the mating season, such as the red skin coloration in macaques^27^, in future studies.

Although we did not observe changes in the expression of rhodopsin family genes, we detected clear seasonal changes in *Th* expression and dopamine level in the eye (Figs. 2 and 3). Furthermore, pharmacological activation and inactivation of dopamine signaling regulated photoperiodically controlled retinal sensitivity (Fig. 3). These results are consistent with the notion that the retinal dopamine signaling plays a critical role in the regulation of retinal photosensitivity^17^. Abnormal melatonin secretion is observed in SAD patients during depression episode^28^. Furthermore, nocturnal melatonin suppresses retinal dopamine release^29^, and dopamine suppresses melatonin production in the retina^30,31^. Therefore, mutual inhibitory regulation of retinal melatonin and dopamine is speculated to be involved in the pathogenesis of SAD (the ‘retinal melatonin dopamine hypothesis’)^32^. In this study, we observed photoperiodic regulation of both *Th* and retinal photosensitivity in melatonin-deficient C57BL mice (Supplementary Fig. S2), suggesting that melatonin is not necessary for seasonal regulation of retinal photosensitivity.

A previous study reported that photoperiod during the perinatal stage has an enduring impact on retinal dopaminergic systems and visual functions in mice^16^. This study further demonstrated that the changes in photoperiod during adulthood also affect ocular dopamine signaling, suggesting that photoperiodic regulation of retinal photosensitivity is more plastic than previously considered. This finding fits well with previous reports that the reduced photosensitivity observed in SAD patients during winter recovers in summer or after bright light therapy^5–7^.

Although the selective serotonin reuptake inhibitor fluoxetine has been used for the treatment of SAD, this practice may not be supported by sufficient evidence^33^. We recently reported that the traditional Chinese medicine celastrol can rescue the winter depression-like behavior in medaka fish through activation of NRF2 antioxidant pathway^34^. Therefore, drugs targeting the NRF2 antioxidant signaling pathway could be potential therapeutic targets for SAD in the future. Often, however, treatment of multifactorial psychiatric disorders with just one drug or monotherapy is insufficient, and comedication therapy is more effective. As mentioned above, although bright light therapy is effective for the treatment of SAD patients, side effects prevent patients from sitting in front of bright light apparatus^3,8^; therefore, pharmacological interventions that take the place of bright light therapy are expected. In this study, we demonstrated that pharmacological activation of retinal dopamine signaling rescues photoperiodically regulated retinal photosensitivity in mice through a cAMP signaling pathway. Forskolin is a well-known bioactive diterpene derivative that increases cAMP level and hence CREB activation. Oral administration of food supplements containing forskolin restore ERGs of open glaucoma patients^35^. Furthermore, intraocular irrigation of forskolin increases ERG amplitude in rabbits^36^. As in the case of the blood–brain barrier, the delivery of compounds into the retina remains a challenge because of the blood–retinal barrier^37,38^. However, since forskolin penetrates the blood–brain barrier^39,40^, we examined the effect of topical administration of forskolin in SD mice, and found that this treatment improved short day–attenuated mesopic b-wave amplitude (Fig. 3).

Growing evidence suggests that photo-stimuli received by the eye affect multiple brain functions, including circadian rhythms and mood^41,42^; hence, it has been suggested that the retina plays a significant role in the pathogenesis of SAD^5,32,43^. This idea is not surprising considering that the retina, like other regions of the central nervous system, originates from the neural tube. Indeed, the retina is a true part of the brain and thus a gateway to the brain^44^. Therefore, in addition to the development of antidepressants acting on the central nervous system, drugs targeting retinal dopaminergic signaling pathways could offer another therapeutic target for treating or preventing SAD.

## Materials and methods

### Animals

Male 10-week-old CBA/N and C57BL/6J mice were obtained from a local dealer (Nihon SLC, Hamamatsu). Mice were kept under following conditions using housing systems (LP-30CCFL-8CTAR, NK system; Nippon Medical & Chemical Instruments, Osaka, Japan) for 4 weeks: LW (long day and warm temperature; 16-h light/8-h dark and 27 °C), LC (long day and cool temperature; 16-h light/8-h dark and 10 °C), SC (short day and cool temperature; 8-h light/16-h dark and 10 °C), SW (short day and warm temperature; 8-h light/16-h dark and 27 °C), LD (long day; 16-h light/8-h dark and 24 °C), SD (8-h light/16-h dark and 24 °C), Cool (12-h light/12-h dark and 10 °C), or Warm (12-h light/12-h dark and 27 °C) conditions. In Figs. 1 and 2A,B, mice were divided into two groups and maintained under LW and SC. In Fig. 2C (left) and 2E, mice were divided into two groups and maintained under SW and LW. In Fig. 2C (right) and 2F, mice were divided into two groups and maintained under Cool and Warm conditions. In Fig. 2D, mice were divided into 4 groups and maintained under LW, LC, SW, and SC, respectively. Food and water were provided to the animals ad libitum. Animals were treated in accordance with the guidelines of Nagoya University, and all experimental procedures were approved by the Animal Experiment Committee of Nagoya University.

### ERG recordings

The procedures for electroretinograms (ERGs) were performed according to previously reported paper^45^. Mice were anesthetized with i.p. injection of ketamine and xylazine at midday under darkness (i.e., dark adaptation). Tropicamide (0.5%) and phenylephrine HCl (0.5%) were given with eye drops to dilate the pupils just before starting the ERG recording. ERGs were recorded under dim red light, and the mice were placed on a heating pad during ERG recordings. ERGs were recorded with a gold wire loop electrode (N1530NNC; Mayo Corporation, Inazawa, Japan) on the cornea with a gold wire reference electrode placed on the sclera. The ERGs were automatically averaged with a computer-assisted signal-averaging system (MLS060/8 PowerLab; ADInstruments, Colorado Springs, CO, USA). A Ganzfeld bowl with a xenon source (LS-100; Mayo Corporation) was used for pulse stimulation.

For the scotopic ERGs, two to six responses were averaged with an interval of 10 s for each pulse intensity. For the photopic ERGs, 20 to 30 responses were averaged with an interval of 1 s for each pulse intensity. Twelve equal pulse-intensity steps, ranging from − 5.5 to 1.0 log(cds/m^2^) were used to record scotopic ERGs. For photopic ERGs, seven equal pulse-intensity steps, ranging from − 2.0 to 1.0, were used with rod-desensitizing white adapting halogen background light of 39.8 cd/m^2^. For photopic ERGs, mice were light-adapted for 10 min before starting the first intensity step.

### Tissue collection

Eyes were collected at 6 time points (2, 6, 10, 14, 18, and 22 h after midnight), or at midday. Samples were immediately frozen in a 1.5-ml tube on liquid nitrogen and stored at − 80 °C until RNA extraction for gene expression analyses and protein extraction for western blot analysis.

### Gene expression analyses

Total RNA was purified with RNeasy lipid mini tissue kit (Qiagen, Hilden, Germany) with DNase I. Extracted RNA was stored at − 80 °C. For strand-specific RNA-seq analysis, in order to produce paired-end libraries, extracted total RNA was treated using a TruSeq Stranded mRNA LT Sample Prep kit (Illumina, San Diego, CA, USA) and sequenced at a read depth of ~ 6.42 Gb per sample with 100-bp reads on an Illumina HiSeq 4000 system (Illumina). Read quality control was checked with FastQC and filtered using the software SOAPnuke. Reads were mapped to the mouse genome using HISAT2. Gene expression levels were calculated by RNA-Seq by Expectation–Maximization (RSEM).

For real-time quantitative PCR (qPCR), reverse transcription was performed on total RNA (100 ng) using the ReverTra Ace qPCR RT Kit (Toyobo, Osaka, Japan). TaqMan Master mix (Applied Biosystems, Foster City, CA, USA), TaqMan probes of *Th* (Mm00447557_m1), or *Eif1ad* (Mm01233367_m1), and 2 µl of synthesized cDNA were mixed in a 20-µl volume. qPCR was performed on a QuantStudio 3 Real-Time PCR Systems (Applied Biosystems). Because expression levels of *Gapdh* and *Actb* were influenced by environmental cues in this study, the housekeeping gene *Eif1ad* (*eukaryotic translation initiation factor 1A domain containing*) was used as an internal control.

### ELISA to measure dopamine

Eyes were collected at midday from mice kept under SD or LD conditions for 4 weeks. Samples were immediately frozen in a 1.5-ml tube on liquid nitrogen and stored at − 80 °C until dopamine measurement. Frozen eyes were homogenized in 1 ml of 0.01 N HCl in the presence of EDTA and sodium metabisulfite. Dopamine levels were measured in homogenized samples (200 µL volume) using the Dopamine Research ELISA (ImmuSmol, Bordeaux, France).

### Drug administration

Dopamine receptor agonist cocktail contained D1 receptor agonist (SKF38393; Abcam, Cambridge, UK) and D4 receptor agonist (PD168077; Tocris, Bristol, UK) dissolved in saline. Mice kept under SD conditions were i.p. injected with dopamine agonist cocktail (1 mg/kg) 1 h before the ERG recording under dim red light, as described previously^18^. Dopamine receptor antagonist cocktail contained D1 receptor antagonist (SCH 23390; Tocris) and D4 receptor antagonist (L-745870; Abcam) (1 mg/kg each) dissolved in saline. Mice kept under LD conditions were i.p. injected with dopamine antagonist cocktail 1 h before ERG recording under dim red light. Based on previous reports^46,47^, modafinil (M6940; Sigma-Aldrich, St. Louis, MO, USA), dissolved in 0.1% DMSO/saline, was injected by gavage (64 mg/kg, 4 h apart, three times each day during daytime for 3 days). Forskolin (66575-29-9; Wako, Osaka) dissolved in saline (1%) was administered to the eyes (2 µl each) as eye-drops using a pipet (4 h apart, three times each day during daytime for 3 days). The effects of topical administration of forskolin were examined twice by different experimenters, and consistent results were obtained in both experiments.

### Western blot analysis

Frozen eyes were lysed with ice-cold radioimmunoprecipitation (RIPA) buffer containing protease and phosphatase inhibitors. Sonicated lysate was centrifuged (12,000 g, 4 °C, 15 min), and the supernatant was collected. Eye homogenates were mixed with 2-mercaptoethanol and resolved by SDS-PAGE and transferred to activated PVDF membranes. The PVDF membranes were blocked with 2.5% skim milk in Tris-buffered saline with Tween 20 (TBST) for 1 h at room temperature. Phospho-CREB primary antibody (1:1,000) (#9189; Cell Signaling Technology, Danvers, MA, USA), dissolved in 5% bovine serum albumin in TBST, was incubated 16 h at 4 °C. Membranes were washed with TBST. Secondary rabbit antibody (1:2000), dissolved in 2.5% skim milk in TBST, was incubated for 1 h at room temperature. Washed membranes with TBST was incubated with ECL prime (GE Healthcare, Chicago, IL, USA) for 15 min at room temperature and imaged on a LAS3000 (Fuji Film, Tokyo, Japan). ACTB primary antibody (1:1,000) (sc-47778; Santa Cruz Biotechnology, Dallas, TX, USA) was used as an internal control after pCREB signals were eliminated by incubation in H_2_O_2_. The sizes of the protein were determined by Amersham ECL Rainbow Marker-Full Range (GE Healthcare). Quantification of immunoblots was conducted with Image J (https://imagej.nih.gov/ij/index.html).

### Constructs, transfection, and luciferase assay

The 963-bp 5′-flanking region of mouse *Th* was subcloned into pGL4.19-basic vector (Promega, Madison, WI, USA) using 5′-TTTGGTACCGTTTCCTTGGCTGAGGAAGCT-3′ and 5′-AACAAAGCTTAGTGCAAGCTGGTGGTCCCG-3′. A deletion construct of CRE was generated by deletion of the central four nucleotides (−45: TGACGTCA—> TGCA), as previously described^48,49^ using the KOD mutagenesis kit (Toyobo). Constructs were confirmed by direct sequencing (ABI 3100; Applied Biosystems).

The HEK293T cells were plated in 96-well plates at a density of ~ 2 × 10^6^ cells per well in 125 µl DMEM. *Th* promoter-luciferase construct (133 ng) was co-transfected with *Renilla* luciferase (19 ng) using Xfect reagent (Takara Bio, Kusatsu, Japan). After 24 h, cells were washed with DMEM, and 75 µl of DMEM was added to each well. Modafinil (0.1 mM, dissolved in 0.1% DMSO/DMEM) was added into wells 12 h after washing^50^. Sixteen hours later, luciferase activities were measured using the Dual-Glo luciferase assay (E2920; Promega) with SoftMax Pro (Molecular Devices, San Jose, CA, USA). Firefly relative luciferase activity was normalized against *Renilla* activity.

### Statistical analysis

Data are presented as means ± SEM generated by GraphPad Prism 8 (https://www.graphpad.com/scientific-software/prism/). Significance of differences between groups was evaluated by Student’s *t*-test. In the case of three or more groups, two-way ANOVA and post hoc test was conducted in GraphPad Prism 8.

## Supplementary Information

Supplementary Information 1.

## Data Availability

The RNA-seq data are available at NCBI Gene Expression Omnibus [accession number GSE156141].

How the deposited data were processed for this re-analysis (not part of the article)

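Gene expression was measured by RNA-seq in 24 whole eyes of mice, 12 kept under SC and 12 under LW, at 6 times of day with 2 eyes per time and condition. The libraries were strand-specific and sequenced as paired reads, and the depth that the Methods state is in bases. The authors filtered the reads with SOAPnuke, mapped them with HISAT2 (version 2.0.4 and genome build GRCm38.p6 in the submitters' processing notes) and quantified genes with RSEM, whose version is not stated. The deposited table holds expected counts for 19018 protein-coding genes, of which 18891 gene IDs were matched to the reference annotation. Of its values, 89.6% are whole numbers within a tolerance of 1e-06. There is no 0 in the table, 43565 cells hold no number, and these were read as 0. Gene symbols that were missing or written as dates (32) were taken from the gene IDs where these matched.

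Conditions were taken from the sample labels, and all 24 libraries had one. Scaling factors were computed by TMM (trimming 30% of log ratios and 5% of mean levels) on the expected counts. Genes with a scaled expected count of at least 1 in at least 2 libraries (18233 genes) were tested with limma 3.58.1 (trend and robust settings) in R 4.3.3 on log2(scaled expected count + 1), in 1 fit with a mean for each of the 12 groups and 12 residual degrees of freedom. The pooled spread of all groups stands in for the spread of any pair of eyes. Contrasts were LW minus SC averaged over the 6 times, LW minus SC at each time, the difference at 6 and 18 h minus that at the other times, F tests of the interaction of condition and time, and F tests of time within each condition. Benjamini-Hochberg adjusted p under 0.05 was taken as the threshold, with no minimum fold. On simulated data with the same design, 97 of 100 genes with a 1.5-fold seasonal difference and 100 of 100 with a 2-fold one were called, with 11 false calls, and for the contrast at 6 and 18 h 22 and 82 of 100 were called, with 6 false calls. The simulated eyes were independent with a single dispersion of 0.02, and only genes well above the lowest tested count were given a difference. Most called genes differed by less than 1.5-fold (median absolute log2 difference 0.16), which was not simulated.

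The rule of the paper for DEGs was applied to the means of the 2 eyes at each time, in TMM-scaled CPM without a floor, since the Results do not name a scale. Th was also tested by an exact permutation test of the conditions within times. Gene lists were tested with camera (preset correlation 0.01), with the correlation estimated, and with fry. The lists are opsins, genes of dopamine synthesis and handling, dopamine receptors, rod and cone phototransduction, amacrine cells, retinal neuropeptides, the retinal pigment epithelium, lens crystallins, other lens fibre genes, the corneal and conjunctival epithelium, the sclera and fibroblasts, skeletal and extraocular muscle, immediate early and CREB target genes, heat shock genes, cold-inducible RNA-binding genes, macrophages and microglia, NRF2 targets and the core clock. They belong to 36 lists over which p-values were adjusted. Clock genes were described by a 24 h cosinor in each condition, and conditions were compared by an exact permutation test within times. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

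The contrasts, lists, thresholds and the alternatives of scaling, pseudocount, filter, replicate block, model and libraries left out were chosen before the data were examined. Chosen later were limma voom, TMM without the crystallins and the 20 most abundant genes for results other than the gene lists, median scaling for the rule of the paper, median scaling and the other pseudocount for clock phases, leaving out the 2 libraries that held liver transcripts, the contrast of darkness against light and the leave-one-out of clock phases. Genes named are those named by the paper or printed in Fig. 2A (whose values had been seen), the 10 largest and 10 smallest log2 differences with a mean CPM of at least 1 and the same sign at all 6 times, the 5 largest and 5 smallest in the contrast at 6 and 18 h, the 5 smallest p of the interaction, up to 4 members of each list with the smallest p, and all opsins and reference genes, of which not all are given. The same rule names all dopamine genes, and those that were not called are given as a count. The replicate numbers were not used as pairs. The spread of expected counts was not modelled as counting noise, and the qPCR, ERG and dopamine measurements have no deposited data and were left out.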

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

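The results below stood out as differences between times of day or as signals in genes or libraries that the paper does not report on, and of the tests below those of a mislabelled sample, of short days at 6 h, of the share of lens, of a few abundant genes and of gamma crystallin copies were chosen only after the result was seen.

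The seasonal difference depended on time of day. An F test in limma called 908 genes whose difference between LW and SC varied between times (568 without the eyes of 2 h, 600 without those of 6 h and 520 without those of 22 h). At 6 and 18 h, when the lights were on under LW alone, 217 genes had another seasonal difference than at the 4 times with the same lights in both (175 of them a lower one). This count was 366 without the eyes of 14 h, 101 without those of 10 h and 80 without those of 22 h. Leaving out 1 library, it was 121 without SC 2 h replicate 1, 140 without SC 2 h replicate 2, 126 without LW 2 h replicate 2, 111 without LW 6 h replicate 1, 144 without SC 10 h replicate 2, 124 without LW 10 h replicate 1, 131 without LW 10 h replicate 2, 141 without LW 14 h replicate 2, 78 without SC 18 h replicate 2, 140 without LW 18 h replicate 1, 133 without SC 22 h replicate 2 and 134 without LW 22 h replicate 1. Of 100 splits of the eyes within times, the real one alone (1) gave as many genes, and the highest other gave 133. The splits exchange single eyes, which may not come from different mice. They therefore do not exclude chance between mice. Drd4 had the smallest p-value in the contrast at 6 and 18 h, with a log2 difference between the differences of -0.80 (adjusted p = 1.3e-08 from limma). The fitted peaks of the 10 clock genes rhythmic under both conditions lay a median of 4.00 h later after midnight under LW. Lights at collection and daily phase therefore cannot be told apart in this contrast.

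Of 19 core clock genes, 11 differed in phase between LW and SC by an exact permutation test within times, and with 1 library left out between 10 and 13 did. Of the 11, 9 were rhythmic under both conditions, while Arntl was rhythmic under neither (cosinor adjusted p = 0.058 under LW and 0.36 under SC) and Per1 not under LW (cosinor adjusted p = 0.16), so that their phases there are not defined. The paper does not report clock genes in these eyes. Outside the genes printed in Fig. 2A, 1702 genes differed between LW and SC.

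More genes differed between LW and SC at 2 and 22 h (663 and 531) than at 10 and 14 h (93 and 32). With 1 library left out, the lowest count at 2 and 22 h was 131 and the highest at 10 and 14 h was 105, which argues against a single library. The log2 ratio of LW to SC totals was -0.025 at 2 h, -0.070 at 22 h, 0.11 at 10 h and 0.046 at 14 h, so it lay farther from 0 at 10 h than at 2 or 22 h, which argues against total counts as the whole cause. In the contrast of the difference in darkness against that in light 130 genes passed, and 2 of 100 splits gave as many, the other with 151. Darkness at collection and time of day cannot be told apart here, since the dark times are night times, and the 130 became 78 without SC 2 h replicate 1, 78 without SC 2 h replicate 2, 60 without LW 2 h replicate 2, 66 without SC 10 h replicate 2, 79 without LW 10 h replicate 1, 58 without LW 10 h replicate 2, 79 without SC 14 h replicate 1, 77 without SC 22 h replicate 1 and 67 without SC 22 h replicate 2.

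SC 6 h replicate 2 had a scaled expected count of 1807 for Alb, against 236 in SC 10 h replicate 2 and at most 7.93 in the other 22 libraries. Of 29 liver genes measured, 24 were highest of all libraries in this one, which is consistent with RNA from liver in that library, and its Apoa1 (209) and Serpina1a (193) were high too. In the same library 9 of 12 cornified skin genes were also highest, with a mean log2 excess of 3.57 against at most 1.09 in any other library, which liver does not account for. The rod genes of the library lay at -0.10 from the mean of the others, which argues against a sample other than an eye. The other eye of the group had a median excess of 0 for the liver genes, which argues against an effect of short days at 6 h. Its Alb, at 7.93, was the highest of the other 22 libraries (median 0.965), but far below the 1807. How RNA of other tissues came into SC 6 h replicate 2 stays open.

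Lens crystallins were higher under LW by a mean log2 difference of 0.29 over 16 genes, 6 of which the study printed from these eyes. Other lens fibre genes were higher by 0.09, and by gene the crystallins exceeded them by 0.20 (exact permutation test, p = 3.4e-04), or by 0.11 without Cryga and Crygf (p = 2.1e-04), but by share of counts both lists rose by 0.13 (exact permutation test of their difference, p = 0.70), so a larger share of lens stays open. The crystallins exceeded the median of the genes outside the lens lists by 0.28 (exact permutation test, p = 3.9e-04). A shift of the scaling by a few abundant genes moves all genes alike and leaves this difference as it is, which argues against it as the whole cause. The 0.28 nearly repeats the 0.29, since the median shift of all genes after scaling was -4.1e-04. By share of counts the excess was 0.12 (exact permutation test, p = 0.0025). There the share was not TMM-scaled and the median was, so this value is not free of the scaling. Outside Cryga to Crygf, 6 crystallins passed, which argues against shared reads of the gamma copies as the whole cause. A seasonal change of crystallin expression may remain, untested, the shares of other tissues in the eyes were not measured, and photoperiod and temperature differ together.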

How the results depend on the processing

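The planned edgeR test, and DESeq2, RLE size factors, filterByExpr, FPKM and TPM, were not run. The FPKM and TPM need gene lengths, which the table lacks. The plan named edgeR for counts or rounded expected counts, which covers these values, and limma for a table without counts. The count models were left out because the cells without a number kept the values from being taken as counts. The data do not rule them out, and how they compare with limma is not known. The treat test of limma replaced that of edgeR. Limma voom, leaving out the 2 libraries with liver transcripts, the contrast of darkness against light and the other settings that the processing summary lists as chosen later were chosen after the data were seen.

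Th kept its direction and its call in every setting for which its own result was kept, with log2 differences between 0.47 and 0.59. Its adjusted p there was at most 0.0072 from limma. The treat test at a fold of 1.2 kept only a count of genes, so whether it called Th is not given. Between LW and SC, 1730 genes were called, and 1729 with median scaling, 1711 with a pseudocount of 0.1, 1676 without a filter, 1871 with a mean CPM of at least 1, 1667 with limma voom, 1641 with the replicate block and 1602 without the 2 liver libraries. The replicate numbers do not pair the eyes (median correlation 0.0036 over 66 pairs of groups). The count was 980 without the eyes of 2 h, 1082 in an additive model (of which 1076 are among the 1730) and 24 by treat at a fold of 1.2, which asks for larger differences. With 1 library left out it lay between 1196 and 2213.

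By time, leaving out 1 library gave 136 to 738 genes at 2 h, 92 to 550 at 6 h, 24 to 105 at 10 h, 0 to 42 at 14 h, 50 to 307 at 18 h and 131 to 573 at 22 h, where a lone eye is assumed to vary like the other groups. Without the 2 liver libraries it was 338 at 6 h and 33 at 10 h, and without 6 and 18 h it was 141 at 10 h and 54 at 14 h. The contrast at 6 and 18 h gave 130 without the liver libraries, 101 without 10 h, 366 without 14 h, 80 without 22 h, and 78 to 228 with 1 library left out. Darkness against light gave 71 without the liver libraries and 58 to 155 with 1 left out. The interaction gave 568, 600, 520 and 581 without 2 h, 6 h, 22 h and 6 with 18 h, and 626 to 960 with 1 left out. Time within LW called 3467 genes, 2133 without 2 h, 2088 without 10 h and 2430 to 3671 with 1 left out. Time within SC called 1960, 1208 without the liver libraries, 1145 without 10 h and 1442 to 2040 with 1 left out.

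The rule of the paper separated 189 genes, 32 as deposited, 14 by every single eye, and 144 to 228 with 1 library left out. Of the opsins 1 was called, 2 without 6 h, 3 when adjusted over the list alone, and 1 to 2 with 1 left out. Of 36 lists, 14 passed camera, 0 with an estimated correlation, 15 with fry, and 11 to 16 with 1 library left out. Clock phases differed for 11 genes, 9 of them rhythmic under both conditions, and for 10 to 13 with 1 left out.

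Of 123 named genes and contrasts, 111 were called. Of these, 63 were called in every setting kept by gene (up to 39, treat not among them), while 48 were lost in at least 1. None of the called ones reversed. Over the single settings of these genes and of the gene lists together, 4694 were the same, 299 weaker, 19 stronger and 20 reversed. Uncalled Opn4 reversed to -0.012 without 2 h (-0.013 to 0.088 with 1 library left out), Opn5 to -0.13 and -3.990e-04 without 14 and 22 h (-0.12 to 0.27 with 1 library left out) and Actb to 0.043, 0.0032 and 0.0071 without 2, 6 and 10 h (-0.016 to 0.0063 with 1 library left out). The cornified skin list reversed to 0.089 without the liver libraries, and the opsins to -0.0030 with a mean CPM of at least 1. Apart from the settings that test fewer eyes or larger differences, the cause was not tested. How far depth limits genes of few counts, such as Opn5 and Gm3591, was not tested.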

Differences from the paper's values

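The paper states 15 genes upregulated under LW by its rule, and 87 were separated in TMM-scaled CPM. For SC the paper's number is 17, and 102 were separated. The paper states neither a scale nor a floor for its rule. Among the alternatives set before the data were examined, the expected counts as deposited, with no scaling, gave 15 and 17 genes, the 32 printed in Fig. 2A. The other alternatives did not reach the paper's numbers. A floor of a mean CPM of 1 gave 84 and 99, every single eye gave 5 and 9, and with 1 library left out it was 65 to 111 for LW and 77 to 117 for SC. Over the 32 ways of exchanging LW and SC at some of the times, the real one alone (1) gave as many as 189 genes, with 107 in the highest other. In the counts as deposited, it alone (1) gave as many as 32 genes, with 20 in the highest other. The real one is among the 32 ways, so 1 of 32 is the lowest share that this test can give.

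The paper prints Mthfs, Gm3591, Gm40369 and Best1 as upregulated under SC, and limma did not call them over all genes, with log2 differences of -0.27, -1.41, -1.99 and -0.40 in the paper's direction. Gm3591 was called with a pseudocount of 0.1, with the replicate block, and without LW 2 h replicate 2, LW 6 h replicate 2, SC 14 h replicate 2, LW 18 h replicate 2 or SC 22 h replicate 1. Gm40369 was called without 18 h and without 6 and 18 h, and Best1 without SC 2 h replicate 2 or SC 10 h replicate 1. The other 28 printed genes were called in the paper's direction. The printed genes were picked from these same eyes by the separation of their means, so their direction and calls are not independent evidence. The paper found no clear difference in the opsin family, and Opn1sw, Opn3, Opn4, Opn5, Rgr and Rrh were not called, while Opn1mw was (-0.19). The values of Th by time lie within the spread of the eyes or within 1.5-fold of those of Fig. 2B left, read by pixel position after the deposited means were known. That limit is wider than the mean difference of Th between LW and SC, and the figure shows these same eyes, so the comparison could hardly fail.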

Other observations

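Most rhythmic clock genes peaked later under LW. Of 19 core clock genes, 10 were rhythmic under LW and 14 under SC, and of the 10 that were rhythmic under both 9 differed in phase. Each of the 10 had its fitted peak later under LW, by a median of 4.00 h (0.936 to 6.53 h), but the lowest value, that of Rorb, did not pass (adjusted p = 0.12, exact permutation test). Peaks are in hours after midnight and were not set against lights on or lights off. By the light bars, the light phase of LW began earlier and ended later than that of SC. Per2 peaked at 19.4 h under LW and 12.8 h under SC (difference 6.53 h, adjusted p = 2.7e-04, exact permutation test), Nr1d1 at 13.3 and 8.37 h (adjusted p = 2.7e-04, exact permutation test), and Dbp at 15.0 and 11.6 h (adjusted p = 0.0023, exact permutation test). None differed in amplitude at an adjusted p under 0.05, and 3 at an unadjusted one. As a list, 5 clock genes were lower under LW and none was higher (8 lower when adjusted over the list alone), with camera adjusted p = 0.013 and adjusted p = 0.13 with an estimated correlation, and Per3 is among them (-0.12, adjusted p = 2.5e-04 from limma). Among the called ones, Per2 lost its call in 10 of 39 settings, Cry1 in 2 and Cry2 in 1.

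Of 23 immediate early and CREB target genes, 8 were higher under LW and none was lower (9 and 1 when adjusted over the list alone), with camera adjusted p = 6.5e-05 and adjusted p = 0.13 with an estimated correlation, among them Npas4 (0.53, adjusted p = 6.9e-05 from limma). The mean of the list, relative to all libraries, was -0.40 and -0.40 in the SC eyes and 0.11 and 0.08 in the LW eyes at 2 h and -0.13 and -0.12 against 0.42 and 0.66 at 22 h. It was -0.27 and -0.32 against -0.06 and -0.16 at 6 h, 0.19 and 0.33 against 0.21 and 0.11 at 10 h, -0.10 and -0.11 against -0.04 and 0.06 at 14 h, and -0.05 and 0.12 against -0.09 and -0.04 at 18 h. Its difference was lower at 6 and 18 h than at the other times with camera (adjusted p = 0.0064), but not with an estimated correlation (adjusted p = 0.29). Egr1 and Nr4a1 did not pass without the eyes of 2 h (adjusted p = 0.22 and 0.36 from limma) or of 22 h (adjusted p = 0.17 for each). The difference of Npas4 also varied between times (adjusted p = 0.011 from limma). Of 12 heat shock genes, 5 were higher and none was lower (8 and 0 when adjusted over the list alone), with camera adjusted p = 1.8e-05 and adjusted p = 0.13 with an estimated correlation, among them Hsph1 (0.28, adjusted p = 1.6e-06 from limma), whose difference varied between times (adjusted p = 0.0030 from limma), while Hspa4l lost its call in 1 of 39 settings. The mean of the heat shock list was -0.10 and -0.13 in the SC eyes and -0.15 and -0.13 in the LW eyes at 6 h. At 18 h it was -0.03 and 0.02 against -0.05 and 0.04. The heat shock difference was lower at 6 and 18 h than at the other times with camera (adjusted p = 6.9e-06). With an estimated correlation this did not pass (adjusted p = 0.15). Of 3 cold-inducible RNA-binding genes, Rbm3 was lower under LW (-0.31, adjusted p = 0.0038 from limma) and none was higher (2 lower when adjusted over the list alone), with camera adjusted p = 0.024 and adjusted p = 0.20 with an estimated correlation. The LW minus SC difference of these genes was higher at 6 and 18 h than at the other times with camera (adjusted p = 0.015). With an estimated correlation it was not (adjusted p = 0.29). Of 14 macrophage and microglia genes, 4 were lower under LW and none was higher (5 and 0 when adjusted over the list alone), with camera adjusted p = 3.5e-04 and adjusted p = 0.13 with an estimated correlation, among them Lyz2 (-0.29) and Itgam (-0.34), while Cd68 lost its call in 11 of 39 settings and C1qc in 3. The mean of this list was 0.33 and 0.32 in the SC eyes and -0.15 and -0.01 in the LW eyes at 6 h. At 10 h it was -0.16 and -0.08 against -0.12 and -0.11. SC 6 h replicate 2 also held RNA of other tissues. The macrophage and microglia difference was lower at 6 and 18 h than at the other times with camera (adjusted p = 0.010). With an estimated correlation that did not hold (adjusted p = 0.29). Of 11 NRF2 targets, 5 were lower and 1 was higher (7 and 1 when adjusted over the list alone), with camera adjusted p = 0.0069 and adjusted p = 0.13 with an estimated correlation. The higher one, Me1, lost its call in 16 of 39 settings, 13 of them with 1 library left out, and of the lower ones G6pdx did in 25, Txnrd1 in 4 and Osgin1 in 3. No list of the 36 passed with an estimated correlation.

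Gapdh, a common reference gene, was lower under LW (-0.14, adjusted p = 6.2e-04 from limma), while Eif1ad (-0.08, adjusted p = 0.27) was not called. Actb was not called on average over the times (-0.01, adjusted p = 0.91 from limma), but its difference varied between times (adjusted p = 0.0050 from limma), with -0.26 at 2 h (adjusted p = 0.0078) and 0.21 at 18 h (adjusted p = 0.043).

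Of 100 splits of the eyes within times, the real one alone (1) called as many genes between LW and SC as the 1730, with 891 in the highest other. It alone gave as many lists as the 14, with 12 in the highest other. The splits exchange single eyes, which may not come from different mice, so they do not exclude chance between mice. Other splits passed lists by camera too, for example 4, 5 and 7 in splits that called 0 genes. A pass with the preset correlation is therefore weak evidence here. The lists were 11 without SC 6 h replicate 2 and 12 without the 2 liver libraries, no more than the 12 of the highest other split. The split with 891 genes also gave the 151 of darkness against light.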
